# A Genotoxic Stress-Responsive miRNA, miR-574-3p, Delays Cell Growth by Suppressing the Enhancer of Rudimentary Homolog Gene *in Vitro*

**DOI:** 10.3390/ijms15022971

**Published:** 2014-02-20

**Authors:** Ken-ichi Ishikawa, Atsuko Ishikawa, Yoshimi Shoji, Takashi Imai

**Keywords:** irradiation, cell growth delay, miR-574-3p, enhancer rudimentary homolog gene

## Abstract

MicroRNA (miRNA) is a type of non-coding RNA that regulates the expression of its target genes by interacting with the complementary sequence of the target mRNA molecules. Recent evidence has shown that genotoxic stress induces miRNA expression, but the target genes involved and role in cellular responses remain unclear. We examined the role of miRNA in the cellular response to X-ray irradiation by studying the expression profiles of radio-responsive miRNAs and their target genes in cultured human cell lines. We found that expression of miR-574-3p was induced in the lung cancer cell line A549 by X-ray irradiation. Overexpression of miR-574-3p caused delayed growth in A549 cells. A predicted target site was detected in the 3′-untranslated region of the enhancer of the rudimentary homolog (*ERH*) gene, and transfected cells showed an interaction between the luciferase reporter containing the target sequences and miR-574-3p. Overexpression of miR-574-3p suppressed ERH protein production and delayed cell growth. This delay was confirmed by knockdown of ERH expression. Our study suggests that miR-574-3p may contribute to the regulation of the cell cycle in response to X-ray irradiation via suppression of ERH protein production.

## 1. Introduction

Genotoxic stress, including ionizing irradiation, triggers a variety of cellular responses such as growth delay, DNA repair, apoptosis, and senescence [1–3]. These responses are the result of activation, inactivation, interaction, or changes in the activity level of numerous proteins. Although many studies have indicated that the fate of irradiated cells is specific to the cell type, tumor type, irradiation type, and nature of the induced stress [1–4], the mechanism that regulates these cellular responses remains unclear.

Early cellular responses to genotoxic stress are characterized by transcriptional regulation of genes [5]. Previous reports suggest that the effect of irradiation on gene expression networks is mediated by induction and/or suppression of specific transcription factors [6–8]. In addition, during the last decade, small RNA molecules such as microRNAs (miRNAs) were demonstrated to play important roles in the regulation of gene expression in almost all vertebrates [9–12].

miRNAs are a family of non-coding RNA molecules consisting of approximately 22 nucleotides. miRNAs bind to complementary elements in the 3′-untranslated regions (UTRs) of target mRNAs to regulate gene expression, mainly at the post-transcriptional level via the cleavage or translational repression of their target mRNAs [13]. Recent studies have indicated that radiation causes alterations in the expression levels of many miRNA molecules in malignant cells of the brain [14], head and neck [14], lung [15], prostate [16], lymphocytes [17], and colon [18], in addition to normal fibroblasts [19]. Interestingly, of the known species of miRNAs, only a few have been reported as commonly expressed in multiple tissues [20], suggesting that radiation-induced changes in miRNA expression may be tissue- or cell-type specific.

To understand the mechanisms underlying the regulation of gene expression in cellular responses to a given stimulus, identification of the target mRNAs is important. Although many *in silico* studies have predicted miRNA targets, these data need to be verified by *in vitro* and *in vivo* experiments. To date, several studies have experimentally shown changes in target mRNA expression induced by radiation-responsive miRNAs in humans. For example, Girardi *et al.* found that Gamma ray irradiation induced the expression of miR-27a and subsequently suppressed the expression of its predicted target “ATM” in human lymphocytes [17], and they further demonstrated a direct interaction between the two [21]. Kwon *et al.* reported that radiation-inducible miR-193a-3p induced apoptosis in glioma cells by directly targeting Mcl-1, an anti-apoptotic Bcl-2 family member [22]. These findings highlight the importance of experimental studies aimed at determining the mechanisms underlying the regulation of gene expression by miRNA in response to genotoxic stress.

In this study, we found that X-ray irradiation of cells from human lung adenocarcinoma, brain medulloblastoma, and astrocytoma induced the expression of miR-574-3p, which, in turn, suppressed the production of the enhancer of rudimentary homolog (ERH) protein and delayed cell growth. These findings provide important insight into the cellular responses to X-ray irradiation.

## 2. Results and Discussion

### 2.1. Induction of miRNA Expression after Irradiation

To explore the role of miRNA molecules in X-ray-induced changes in gene expression, we analyzed the miRNA expression profile of the A549 cell line within a few hours of irradiation using miRNA arrays (Figure 1). After a 3-h exposure to 2-Gy X-irradiation, the cells showed induction of miR-181d (2.51-fold, *p* = 0), miR-574-3p (2.27-fold, *p* = 2.4 × 10^−34^), miR-197 (2.12-fold, *p* = 2.9 × 10^−26^), and miR-766 (1.64-fold, *p* = 2.5 × 10^−7^). Among the four miRNAs, induction of miR-574-3p (1.67-fold, *p* = 0.0011) and miR-766 (1.54-fold, *p* = 0.0001) was confirmed by quantitative RT-PCR (qRT-PCR). We did not find any downregulation of miRNA following exposure to 2-Gy irradiation. The irradiation-induced increase in miR-574-3p expression was further confirmed by qRT-PCR after 1, 2, and 3 h of exposure to 2, 5, and 20 Gy of X-irradiation (Figure 2). Because an interaction between miR-766 and its predictive target mRNA was not experimentally detected (data not shown), we focused on the characterization of miR-574-3p.

miR-574-3p was first identified in colorectal cancer cell lines [23]. miR-574-3p is downregulated in patients with bladder cancer [24], whereas it is upregulated in patients with hepatocellular carcinoma [25]. Because this miRNA displays differential expression regulation, we analyzed the response of miR-574-3p to X-irradiation in ONS-76 (brain medulloblastoma), SF126 (brain astrocytoma), C32TG (amelanotic melanoma), HeLa (cervical adenocarcinoma), and NB1RGB (normal skin fibroblast) cell lines. qRT-PCR analysis revealed that the irradiation increased miR-574-3p expression in A549 (2.5-fold, *p* = 0.0190), ONS76 (1.3-fold, *p* = 0.0469), and SF126 (1.2-fold, *p* = 0.0115) cell lines, whereas expression was unaffected in C32TG (1.0-fold, *P* = 0.4331) cells. Expression of miR-574-3p was significantly, although slightly, suppressed in the NB1RGB (0.9-fold, *p* = 0.0048) and HeLa (0.9 fold, *p* = 0.0377) cell lines.

Next, we attempted to find common genetic features in cell lines showing induction of miR-574-3p expression. *P53* mutations have been reported only in the ONS76 and SF126 cell lines [5], and the retinoblastoma 1 (*RB1*) mutation was shown only in the SF126 cell line [26,27]. Therefore, neither the *P53* nor the *RB1* loci present a common feature in the three cell lines that showed irradiation-induced up-regulation of miR-574-3p. Interestingly, the three cell lines all have a common homozygous deletion of the *CDKN2A* locus [26,27]. In contrast, the wild-type *CDKN2A* locus was reported to be present in the C32TG and HeLa cell lines, which do not show induction of miR-574-3p expression following irradiation [26–28]. The remaining cell line, NB1RGB, was established from normal human fibroblasts, and no information is available regarding the *CDKN2A* locus in public databases such as COSMIC [26,27] or IGRhCellID [28].

### 2.2. Delay in Cell Growth by Overexpression of miR-574-3p

To study the biological significance of miR-574-3p induction, synthetic miR-574-3p or locked nucleic acid (LNA)-modified oligonucleotides (antagomirs) targeting miR-574-3p were transfected into A549 cells. Real-time monitoring of cell viability using an RT-CES instrument showed a significant delay in growth in the miR-574-3p-overexpressing cells (Figure 3A). Cell growth at 36 h was analyzed statistically (Figure 3B). Cells transfected with the synthetic miR-574-3p had a significant delay in growth compared with the cells transfected with antagomirs or compared with mock-transfected cells. Interestingly, cells transfected with antagomirs at 20 nM tended to show increased growth at later time points compared with the mock-transfected cells.

Growth delay is a known cellular response to irradiation. To study the involvement of miR-574-3p in the growth delay induced by X-irradiation, the growth of A549 cells transfected with miR-574-3p antagomirs or synthetic miR-574-3p and subsequently irradiated with X-ray was observed. The growth delay induced by X-irradiation was partially attenuated in cells transfected with miR-574-3p antagomirs (Figure 4A). In contrast, the growth delay induced by X-irradiation did not increase in cells transfected with synthetic miR-574-3p. Therefore, the expression of miR-574-3p induced by 5-Gy of X-ray appears to be sufficient to delay growth in irradiated cells. At 36 h after X-irradiation, the number of cells in the miR-574-3p antagomirs group was higher than that in the mock-transfected group (1.3-fold, *p* = 0.0015) (Figure 4B).

### 2.3. Expression Analysis of Transcripts Regulated by miR-574-3p

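The mRNA array data come from A549 cells, an established human lung adenocarcinoma cell line, in which a miRNA was either overexpressed with a synthetic oligonucleotide or knocked down with an LNA antagomir. The sample labels give 20 nM of oligonucleotide, which the methods list as the highest of 3 concentrations. The methods give RNA extraction 24 h after transfection. The labels cover 5 miRNAs, namely miR-574-3p, miR-766, miR-629*, miR-565 and miR-181d, with 3 arrays each and 15 arrays in all. They number the arrays of a miRNA as replicates without saying whether these are separate transfections. On every array the overexpressing sample was labeled with Cy5 and the knocked-down sample with Cy3. Dye and treatment therefore cannot be separated within a miRNA, whereas a dye effect common to all arrays cancels in a difference between miRNAs. The authors deposited the output of Feature Extraction 9.5.3.1 for each array, in which each spot has a processed signal intensity per channel, corrected for background and normalized between the dyes. The Rosetta Resolver step that followed in the paper is not part of these files. For the values given here, control spots and spots flagged as outliers were left out, spots of the same probe were averaged to 41000 probes, and the log2 ratio of the processed signal of the overexpressing sample to that of the knocked-down sample was analyzed with limma 3.58.1. All 15 arrays entered one fit with 1 coefficient per miRNA and an intensity trend in the variance. On the miR-574-3p arrays, 70.5% to 71.0% of the probes were well above background in the knocked-down channel and 72.4% to 72.7% in the overexpressing channel. The number of arrays limits the precision. The median SD of the log2 ratio over the 3 miR-574-3p arrays was 0.15 for probes with a mean signal of 20 to 100 and 0.049 for probes over 1000. The arrays lay on 4 slides, and those of miR-574-3p shared slide 2 with miR-565 and slide 3 with miR-629*.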

To identify the target mRNA regulated by miR-574-3p, the expression profile of mRNA in A549 cells transfected with synthetic miR-574-3p was compared with that in cells transfected with miR-574-3p antagomirs. After transfection (24 h), the miR-574-3p expression level in each cell line was measured by qRT-PCR. As expected, compared to non-transfected cells, cells transfected with synthetic miR-574-3p showed significantly higher levels of miR-574-3p (404-fold, *p* = 5.2 × 10^−55^), whereas those transfected with the antagomirs showed considerably lower levels of miR-574-3p (0.61-fold, *p* = 0.0016) (Figure 5).

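The thresholds of the methods were applied to the 3 miR-574-3p arrays, namely a ratio under 0.5, an unadjusted p of at most 0.001 and a knocked-down signal of at least 20. In the limma fit, 29 probes of 28 genes met them. The adjusted p of all 28 genes was under 0.05 (limma, Benjamini-Hochberg), which here follows from the limit on the unadjusted p. The log2 ratio of all 28 genes was negative on each of the 3 arrays, and for 15 genes the ratio was under 0.5 on each. In the opposite direction, 35 genes had a ratio over 2 with the same p and an overexpressing signal of at least 20. Without a limit on the ratio, 1561 genes had an adjusted p under 0.05 in limma, with lower signals in the overexpressing cells for 758 genes and higher signals for 820 genes, a gene with several probes being counted in both where they differed. This number was 159 with the slide as a block, 302 to 657 without a replicate of miR-574-3p, and 6182 without replicate 1 of miR-565, a setting chosen after seeing the data. Of the 1684 probes with an adjusted p under 0.05, 67.9% had ratios of the same sign in all 5 miRNAs. Relative to the mean of the other miRNAs, 362 genes had an adjusted p under 0.05 in limma. In that comparison 17 genes were suppressed, 14 of them among the 28. The counts without it thus include changes shared between the miRNAs. The choice of test moved the number of suppressed genes most. An error-weighted mean of the deposited log ratios, the kind of weighting that the methods name, gave 131 genes, which included all 28. The p of this mean uses only the error that the software gave each spot and leaves out the spread between arrays. With the slide as a block in limma, the number of suppressed genes was 12. Single arrays also moved it, to 14 without replicate 2 and to 78 without replicate 3. Among the genes with the largest falls, FGF9 had a log2 ratio of -2.96 (standard error 0.49, limma adjusted p = 0.0041) and DOK6 of -2.87 (standard error 0.60, limma adjusted p = 0.0142). However, DOK6 was well above background in the overexpressing channel on 2 of the 3 arrays. Its log2 ratio was -3.18, -4.36 and -1.08 on the 3 arrays. The log2 difference from the mean ratio of the other miRNAs was -2.67 for FGF9 (limma adjusted p = 0.0333). For DOK6 it was -2.15 (limma adjusted p = 0.203). The transcript THC2672319 was not well above background in the overexpressing channel on any of the 3 arrays, so that no fold is given for it. Among the induced genes, and thus with an overexpressing signal of at least 20, the highest ratios were those of TRIOBP, at a log2 ratio of 2.31 (standard error 0.10, limma adjusted p = 1.72e-07), and FGFRL1, at 2.16 (standard error 0.12, limma adjusted p = 9.62e-07). Each channel was also compared with the same dye on the 12 arrays of the other miRNAs. The 29 suppressed probes were shifted by a median log2 difference of 1.20 in the knocked-down channel and of -0.0017 in the overexpressing channel.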

Using these transfection conditions, we utilized an mRNA array to identify 53 mRNAs that were downregulated by at least 0.5 fold (*p* ≤ 0.001) in cells overexpressing miR-574-3p compared to cells with miR-574-3p knocked down. Although various algorithms exist for miRNA target prediction [29–33], the predicted targets generated by these different prediction tools overlap poorly with the small number of validated targets [34]. Algorithms for miRNA targeting of mRNA have not been fully examined yet and are based mainly on experimentally validated miRNA-mRNA interactions, which represent only a portion of the possible interactions available *in vivo*. Therefore, experimental validation of predicted target sites is essential for studies of miRNA function. In this study, miRanda, a target-prediction tool, was selected because it is superior in predicting sites with imperfect binding between the miRNA and mRNA, although the rate of false positives is high [34].

Among the 53 targets identified, 11 genes had the predicted target sequences for miR-574-3p in their 3′-UTR. We assessed these target sequences using a BLAST search against the human genome. Three candidate genes were excluded from analysis because their target sequences contain repetitive sequences such as di-nucleotide repeats; however, this does not mean these repetitive sequences are not functional. Each of the remaining eight genes harbored a unique sequence in the 3′-UTR that is possibly targeted by miR-574-3p (Table 1). 

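The ratios of these 8 genes were read from the brightest probe of each, and all 8 had a single probe on the array. The array lists ATPAF-AS1 as LOC374973, a gene whose current symbol is TEX38, and GPR172B is now SLC52A1. The limma log2 ratio was -2.84 for GPR172B (standard error 0.19, adjusted p = 8.59e-06) and -2.47 for ZMAT3 (standard error 0.16, adjusted p = 6.24e-06). For ZYG11A it was -1.09 (standard error 0.12, limma adjusted p = 0.00035) and for SLC34A1 -1.91 (standard error 0.34, limma adjusted p = 0.00636), the latter being well above background in the overexpressing channel on 2 of the 3 arrays. Together with ERH, 5 of the 8 genes met the thresholds in limma. The number was 3 to 7 under other settings, and 4 without any single replicate, as SLC34A1 no longer met them without replicate 1 or 2 and ZYG11A without replicate 3. The p values given here do not take the slide into account. With the slide as a block, 4 genes met the thresholds, and SLC34A1 did not (limma unadjusted p = 0.00258). The limma unadjusted p of ZYG11A rose from 8.68e-07 to 0.000478 with the block. In the fit without a block, the remaining 3 of the 8 genes did not meet the thresholds. ATPAF-AS1 had a log2 ratio of -1.80 (standard error 0.69, limma adjusted p = 0.166) and PRDM7 of -1.15 (standard error 0.49, limma adjusted p = 0.216), while AQP7 had a ratio of 0.501 (standard error of its log2 0.33, limma adjusted p = 0.106). The differences from the mean ratio of the other miRNAs were -2.52 for GPR172B, -2.51 for ZMAT3, -1.07 for ZYG11A and -2.08 for SLC34A1 on the log2 scale. They were -0.89 for ATPAF-AS1 (standard error 0.77, limma adjusted p = 0.807), -0.83 for PRDM7 (standard error 0.55, limma adjusted p = 0.688) and -0.28 for AQP7 (standard error 0.37, limma adjusted p = 0.912), whose mean log2 ratio on the arrays of the other miRNAs was already -0.72.

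**Figure D1:**
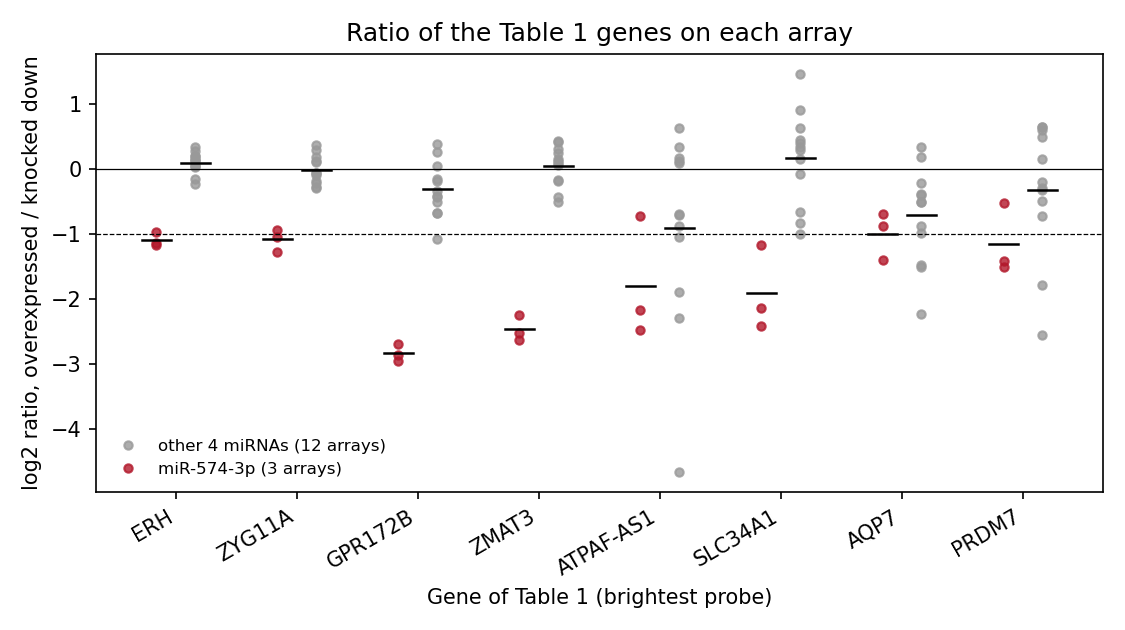
Log2 ratio of the overexpressing to the knocked-down signal (y axis) for the genes of Table 1 (x axis) on the 3 miR-574-3p arrays (red) and the 12 arrays of the other miRNAs (gray). Each point is an array, bars are means and the dashed line marks a ratio of 0.5. The red points of ERH, ZYG11A, GPR172B, ZMAT3 and SLC34A1 lie below all gray points of the same gene, while those of ATPAF-AS1, AQP7 and PRDM7 overlap them.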

Gene ontology analysis revealed that among these eight genes, only *ERH* is associated with cellular responses to genotoxic stress.

The enhancer of rudimentary (*ER*) gene was originally isolated from *Drosophila melanogaster* and found to participate in the pyrimidine metabolic pathway [35]. Its human homolog, *ERH*, was identified later, and the nucleotide identity between the human and *Drosophila* genes is almost 80% [36]. Furthermore, the *ER* gene is highly conserved across animals, plants, and protists, but not fungi [37,38]. ERH is a multifunctional nuclear protein that mediates cell cycle progression [37,39] and transcriptional regulation [35,40]. Recently, Fujimura *et al.* reported that ERH-depleted cells showed severe chromosome misalignment and weakened kinetochore-microtubule attachment, followed by dissociation of the centromere-associated protein E (CENP-E), a mitotic kinesin that is involved in stabilizing the kinetochore-microtubule attachment [41]. Weng *et al.* also reported that ERH is required for mRNA splicing of CENP-E, in addition to localization of CENP-E at the kinetochore [42].

*ERH* showed the highest hybridization intensity among the eight genes in our study, leading us to focus further on the *ERH* gene. 

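The ERH probe lies at positions 68916670 to 68916729 of chromosome 14 (NCBI36, minus strand), and ERH has no other probe on the array. Its knocked-down signal ranked 1 of the 8 genes of Table 1 on each of the 3 arrays, and also 1 of the 28 suppressed genes by its mean, although signals of different probes do not compare transcript levels. The processed signal was 31602 ± 3246 (SD, n = 3 arrays) in the knocked-down channel and 14698 ± 470 (SD, n = 3) in the overexpressing channel. The log2 ratio was -0.98, -1.18 and -1.14 on the 3 arrays, with a mean of -1.10 (standard error 0.082, limma adjusted p = 1.22e-05). On the 12 arrays of the other miRNAs, the ratio averaged 0.095 ± 0.17 (SD, n = 12), and the difference between miR-574-3p and the mean of the other miRNAs was -1.19 (standard error 0.092, limma adjusted p = 2.44e-05). The difference was -1.32 against miR-565 on slide 2 and -1.20 against miR-629* on slide 3. On those 12 arrays, the knocked-down signal of ERH was 13208 ± 2457 (SD, n = 12) and the overexpressing signal 14029 ± 1961 (SD, n = 12). Compared with the same dye on these arrays, ERH on the miR-574-3p arrays was higher by 1.26 (log2) in the knocked-down channel (standard error 0.051, limma adjusted p = 3.35e-08), and its difference of 0.050 in the overexpressing channel was within the spread (standard error 0.068, limma adjusted p = 0.981). The paper names the signal intensity as what led it to pursue ERH. It gives the gene ontology of the 8 candidates separately.

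**Figure D2:**
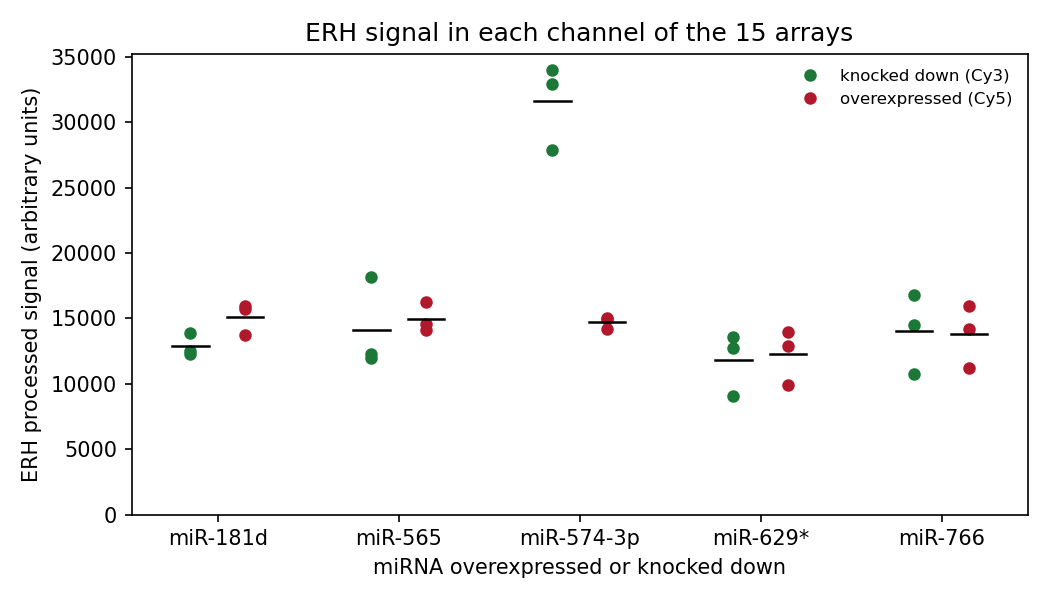
Processed signal of ERH (y axis, arbitrary units) in the knocked-down (Cy3, green) and overexpressing (Cy5, red) channels of the 15 arrays, by miRNA (x axis). Points are arrays and bars are means of 3 arrays. The knocked-down signals on the miR-574-3p arrays lie above all other points, and the overexpressing signals on these arrays lie within the range of the arrays of the other miRNAs.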

To test whether ERH expression is affected by miR-574-3p, the miRNA was transfected into A549 cells. Western blot analysis revealed that expression of the ERH protein was 0.68 fold lower in A549 cells transfected with the synthetic miR-574-3p than in the non-transfected cells (Figure 6).

### 2.4. Binding of miR-574-3p to the 3′-UTR of ERH

To examine whether miR-574-3p could bind to the predicted sequence found in the 3′-UTR of the *ERH* mRNA, an 80-bp DNA fragment consisting of the four units of the predicted binding sequence (20 bp) of miR-574-3p was synthesized and cloned into the pMIR-REPORT Luciferase vector (Figure 7A). This construct, named pMIR-ERH, or the pMIR-REPORT vector without the ERH sequence as a control, was co-transfected into A549 cells with either synthetic miR-574-3p or miR-574-3p antagomirs. We found that the luciferase activity in A549 cells co-transfected with the synthetic miR-574-3p and the pMIR-ERH vector was significantly lower (0.84-fold, *p* = 0.0204) than that in the cells transfected with the pMIR-ERH vector, demonstrating that miR-574-3p bound to the target sequences (Figure 7B). These data suggest that miR-574-3p could regulate ERH function.

### 2.5. ERH Regulates Cell Cycle Progression

To ascertain whether ERH directly affects cell growth, siRNA against *ERH* (siERH) or negative control oligonucleotides were transfected into A549 cells. Western blot analysis showed that ERH expression was, as expected, lower in cells transfected with the siRNA (0.43-fold) than in those transfected with the negative control oligonucleotides and mock-transfected cells (Figure 8A). Real-time monitoring of cell viability using an RT-CES instrument revealed a significant growth delay in ERH-suppressed cells (Figure 8B). The cell growth at 36 h was analyzed statistically (Figure 8C). Cells transfected with siERH displayed a significant delay in growth compared with cells transfected with the negative control oligonucleotides, mock transfected cells, or non-transfected cells.

DNA damage caused by genotoxic stress is known to arrest cell cycle progression through the activation of the tumor suppressor protein, p53, and subsequent induction of the cyclin kinase inhibitor, p21^Cip1/Waf1^, which binds to and inhibits CDK-cyclin complexes [43]. In addition to these important components involved in cell cycle control, many proteins also interact with p53 and p21^Cip1/Waf1^. Mitsui *et al.* isolated the Cip1-interacting zinc finger protein, Ciz1, which binds to the *N* terminus of p21^Cip1/Waf1^ [44]. Ciz1 is aberrantly expressed in various types of tumors [45–48] and is thought to be a tumor suppressor [49]. Ciz1 is believed to facilitate the formation of the CDK-cyclinE-p21^Cip1/Waf1^ complex. Ciz1 induces the cytoplasmic localization of p21^Cip1/Waf1^ when it is upregulated by DNA damage. Therefore, we infer that the CDK-cyclinE-p21^Cip1/Waf1^ complex is formed under the action of Ciz1 to arrest the cell cycle after DNA damage. Interestingly, Ciz1 has been characterized as a novel molecular partner for human ERH [36,50]. We postulate that because ERH blocks the action of Ciz1, induction of miR-574-3p by DNA damage with subsequent reduction of ERH expression facilitates the formation of the CDK-cyclinE-p21^Cip1/Waf1^ complex. As a result, growth delay is maintained, thereby enabling the repair of DNA damage (Figure 9).

### 2.6. miR-574-3p Expression during Cellular Response to X-Ray Irradiation

In this study, miR-574-3p expression was induced by X-ray irradiation in cells harboring a homozygous deletion of the *CDKN2A* locus. The *CDKN2A* gene is among the most commonly mutated loci in human cancers [51] and encodes two different tumor suppressors, *P16^INK4a^* and *P14^ARF^*, which are translated from alternatively spliced mRNAs. *P16^INK4a^* is involved in cell cycle arrest and the induction of senescence [52], and it inhibits *CDK4/6*, thus keeping RB1 in its hypo-phosphorylated active state [52]. Hypo-phosphorylated RB1 suppresses G1 advance by binding to E2F transcription factors (inactive E2Fs). After RB1 is phosphorylated, the repression of E2F is released, driving the expression of genes required for the G1/S-phase transition and initiation of DNA synthesis [53,54]. In general, the loss of *P16^INK4a^* has been suggested to facilitate aberrant cell cycle progression through the RB1 pathway [55]. *P14^ARF^* is involved in the p53 pathway. By inhibiting MDM2, P14^ARF^ stabilizes and activates P53 [52], subsequently halting the cell cycle. *P14^ARF^* also functions independently of *P53*. In *P53*-deficient human tumor cell lines, expression of *P14^ARF^* arrests the cells in S or G2 phase, followed by an apoptotic response [56–60]. As *CDKN2A* encodes two proteins, the interpretation of the effect of the loss of the *CDKN2A/P16^INK4a^/P14^ARF^* locus is not straightforward. In this study, miR-574-3p expression was not induced in X-ray-irradiated cells harboring a normal *CDKN2A* locus. Rather, *P16^INK4a^* and *P14^ARF^* probably function in cells harboring a normal *CDKN2A* locus after X-ray irradiation. Although homozygous deletion of the *CDKN2A/P16^INK4a^/P14^ARF^* locus simultaneously compromises the function of both *P53* and *RB1*, we have not yet analyzed the association between deletion of the *CDKN2A/P16^INK4a^/P14^ARF^* locus and induction of miR-574-3p by X-ray irradiation. Although further studies are necessary to elucidate the precise mechanism of miR-574-3p and its target gene ERH, our finding lends important insight to the cellular response to X-ray irradiation.

## 3. Experimental Section

### 3.1. Cell Lines, Culture Conditions, and Irradiation

The following human cell lines were used in this study: A549 (lung adenocarcinoma), C32TG (amelanotic melanoma), ONS-76 (brain medulloblastoma), SF126 (brain astrocytoma), HeLa (cervical adenocarcinoma), and NB1RGB (normal skin fibroblasts). The A549 and C32TG cell lines were obtained from the Japanese Cancer Research Resource Bank (Osaka, Japan). The ONS-76 and SF126 cell lines were obtained from the Institute for Fermentation (Osaka, Japan). The HeLa and NB1RGB cell lines were obtained from the RIKEN Cell Bank (Ibaraki, Japan). The properties of the cell lines, including p53 mutations, have been described previously [5]. All cell lines were cultured in Eagle minimum essential medium (E-MEM; Nissui, Tokyo, Japan) supplemented with 10% fetal bovine serum (FBS; Biological Industries Ltd., Beit HaEmek, Israel) and grown in 5% CO_2_ at 37 °C. Cells were irradiated with 2, 5, or 20 Gy X-rays, as described previously, at a rate of approximately 1 Gy/min [61].

### 3.2. Isolation of Total RNA

Total RNA, including small RNA species, was isolated from the cells by using a mirVana miRNA isolation kit according to the manufacturer’s instructions (Life Technologies, Carlsbad, CA, USA). Total RNA was then quantified using RiboGreen Reagent (Life Technologies).

### 3.3. Transfection

The synthetic miRNA “miCENTURY OX miNatural” and antagomirs “miRCURY LNA Knockdown” were obtained from Exiqon (Vedbaek, Denmark). A549 cells were transfected with the oligonucleotides at 3, 10, or 20 nM using LipoTrust EX Oligo reagent, according to the manufacturer’s protocol (Hokkaido System Science, Hokkaido, Japan). Total RNA was extracted from the cells 24 h after transfection using a mirVana miRNA isolation kit. For western blot analysis, the cell extracts were collected from the cells at 60 h post-transfection by adding 2% SDS (sodium dodecyl sulfate), 10% glycerol, and 50 mM Tris-HCl (pH 6.8) supplemented with 100 mM DTT. The concentration of total protein in the cell extracts was measured using the bicinchoninic acid (BCA) method using the BCA Protein Assay Kit (Thermo Fisher Scientific, Rockford, IL, USA).

siRNA against ERH was obtained from Life Technologies. As a negative control for siRNA transfection, we used commercially designed Silencer Select Negative Control #2 (Life Technologies). A549 cells were transfected with the siRNA or Silencer Select Negative Control #2 at 5 nM using LipoTrust EX Oligo reagent. Cell extracts were collected 48 h post-transfection, and protein concentrations were measured as described earlier.

### 3.4. Microarray Analysis of miRNA Expression

miRNA expression analysis was conducted using Human miRNA Oligo Microarray, G4470A, and an miRNA Labeling Reagent & Hybridization Kit, according to the manufacturer’s instructions (Agilent Technologies, Santa Clara, CA, USA) [62]. This array consists of 470 human miRNA genes listed in the miRBase, release 9.1 [63–65], and contains 20–40 features targeting each of the 470 miRNA, although there are 4449 human miRNA genes listed in the latest version of miRBase, release 20. Once hybridized, the array was scanned using an Agilent DNA Microarray Scanner (Agilent Technologies), and TIFF images were fed into Feature Extraction software version 9.5.3 (Agilent Technologies) to extract the expression profile data. The data were further processed for statistical analysis using the advanced analysis tool Rosetta Resolver Gene Expression Data Analysis System, version 7.1 (Rosetta Biosoftware, Seattle, WA, USA). The Rosetta Resolver System calculates the expression data, *i.e.*, intensity and ratio, using an error-weighting algorithm. The error-weighting involves using measurement error derived from the microarray technology-specific error model and weighting expression measurements based on that error such that intensities from array probes with larger errors are given lower weight than intensities from array probes with smaller errors. Expression data were generally accepted as true when the *p*-value of each intensity and the ratio of the intensity in the overexpressed sample to that in the suppressed sample (log10 transformed) were ≤0.001. miRNA with ratios (overexpressed sample/suppressed sample) of at least 1.50 fold were considered hits, *i.e.*, induced miRNA. The gene expression omnibus accession number of the microarray data is GSE30130.

### 3.5. Quantitative Real-Time Reverse Transcription (RT)-PCR Analysis of miRNA Expression

For the reverse-transcription reaction, 1 μg of total RNA was used in conjunction with a miScript Reverse Transcription Kit (Qiagen Inc., Valencia, CA, USA). Quantitative real-time PCR was performed using the miScript System (Qiagen Inc.), comprising a miScript SYBR Green PCR Kit and miScript Primer Assay. A LightCycler 480 Real-Time PCR System (Roche Diagnostics, Basel, Switzerland) with a 384-well plate format was used. Each sample was run in triplicate.

### 3.6. Microarray Analysis of mRNA Expression

For mRNA expression analysis, a dual-color microarray-based gene expression analysis was conducted using the Whole Human Genome Oligo DNA microarray, G4112F, according to the manufacturer’s instructions (Agilent Technologies). Briefly, 1 μg of the total RNA sample from A549 cells, transfected with either the precursor oligonucleotides or the knockdown oligonucleotides, was amplified and labeled with either a Cy5 or Cy3 dye. This microarray consists of 41,000 unique probes. Once hybridized, the microarray was scanned, the expression profile was extracted, and the data were statistically analyzed using the Rosetta Resolver System. Expression data were accepted as true when the *p*-value of the overexpressed/suppressed ratio (log10 transformed) was ≤0.001. For this analysis, ratio values of <0.5 fold with intensities of the knocked down sample ≥20 were accepted as hits, *i.e.*, suppressed mRNA. The gene expression omnibus accession number of the microarray data is GSE30131.

### 3.7. Quantitative Real-Time RT-PCR Analysis of ERH Expression

To confirm the expression levels of the *ERH* mRNA, 1 μg of total RNA was reverse-transcribed using a Transcriptor First-Strand cDNA Synthesis Kit, according to the manufacturer’s instruction (Roche Diagnostics). *ERH* expression was quantified using a Light Cycler 480 Probe Master and Universal Probe Library (Roche Diagnostics). The LightCycler 480 Real-Time PCR System was also used. Each sample was analyzed three times.

### 3.8. Prediction of miR-574-3p Targets in Silico

The mature miRNA sequence of miR-574-3p was obtained from miRBase [66]. The 3′-UTR sequences of the candidate mRNAs were obtained from NCBI [67]. The putative miR-574-3p recognition elements of the candidate genes were predicted using the miRanda algorithm [29,30,68]. The identified putative elements were further subjected to a BLAST search [69] against the human genome to remove elements that match completely with more than two loci in the genome.

### 3.9. Western Blotting

Western blotting analysis was performed as described previously [70]. An ERH monoclonal antibody (MO7), clone 1H4 (Abnova, Taipei City, Taiwan), was used to detect ERH protein. The ERH protein was detected as a band of approximately 12 kDa.

### 3.10. Reporter Constructs

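The recognition sequence that the reporter oligonucleotides carry is CACAGGTGTGTACAGCGTGC, with a length of 20 nucleotides and a GC content of 60%. It occurs 4 times in the upper oligonucleotide, and its reverse complement occurs 4 times in the lower one. The array probe for ERH, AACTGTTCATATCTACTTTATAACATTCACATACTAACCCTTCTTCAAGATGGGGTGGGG, has 60 nucleotides and does not contain the recognition sequence, the longest stretch shared by both being 4 nucleotides.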

To generate a reporter vector bearing the miRNA-binding sites, the putative miR-574-3p recognition sequence in the 3’-UTR region of the *ERH* mRNA was synthesized with four repetitions and inserted downstream of the firefly luciferase gene in the pMIR-REPORT Luciferase vector (Life Technologies), as described previously [71]. Briefly, the oligonucleotides sequences were designed to carry the MluI and SpeI sites in the multicloning site of the pMIR-REPORT luciferase vector. The oligonucleotides used in these studies were as follows: 5′-CTAGTCACAGGTGTGTACAGC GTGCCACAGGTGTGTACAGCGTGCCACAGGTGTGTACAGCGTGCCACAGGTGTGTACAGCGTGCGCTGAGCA-3′ and 5′-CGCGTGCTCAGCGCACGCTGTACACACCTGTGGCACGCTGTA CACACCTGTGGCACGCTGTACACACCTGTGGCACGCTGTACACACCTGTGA-3′. A BlpI site (underlined) was added to each insert to test for positive clones.

### 3.11. Luciferase Assay

To investigate the effect of miR-574-3p on the expression of the ERH protein, cells were co-transfected with the pMIR-ERH construct at 25 pM and the pGL4.75[hRluc/CMV] construct at 2.5 pM (Promega Corporation, Madison, WI, USA) using the FuGENE HD transfection reagent according to the manufacturer’s protocol (Roche Diagnostics). At 6 h after transfection of the constructs, the oligonucleotides, namely, the synthetic miR-574-3p or miR-574-3p antagomirs, were transfected at 10 nM using the LipoTrust EX Oligo reagent, according to the manufacturer’s protocol (Hokkaido System Science). Six hours after oligonucleotide transfection, the cells were lysed using a 1× passive lysis buffer, and the activity of both firefly and Renilla luciferase was measured using a dual-luciferase reporter assay system (Promega Corporation) and Mithras LB940 device (Berthold Technologies, Bad Wildbad, Germany) according to the manufacturer’s instructions. Each sample was run at least in triplicate.

### 3.12. Real-Time Monitoring of Cell Proliferation

A549 cells were transfected with miRNA precursors or knockdown oligonucleotides for miR-574-3p (10 or 20 nM) or siRNA for ERH or negative control oligonucleotides (5 nM), as described above. After 24 h of transfection, the cells were trypsinized, counted, and re-plated at a density of 1 × 10^4^ cells/well into a 16-well device compatible with a real-time cell electronic sensing (RT-CES) analyzer and 16X station (Acea Biosciences, San Diego, CA, USA) [72]. Cell growth was monitored for 72 h at 1-h intervals by calculating the cell index (surface area covered by the cells) for each well. The measurements were performed at least in triplicate.

### 3.13. Statistical Analysis

Unless otherwise stated, statistical evaluations of significance were performed using Student’s *t*-tests (two-tailed), with data considered significant when *p* < 0.05.

## 4. Conclusions

In this study, we provide evidence that X-ray-induced upregulation of miR-574-3p resulted in suppression of ERH protein expression and led to a delay in cell growth. Although further studies are necessary to elucidate the precise mechanism of miR-574-3p and its target gene *ERH*, our findings lend important insights into the cellular responses to X-ray irradiation.

## Figures and Tables

**Figure 1.**
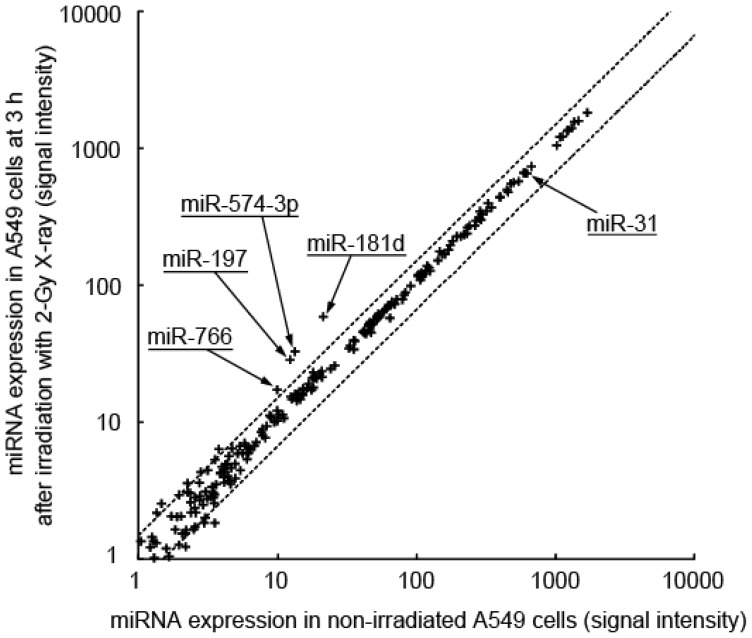
X-ray-responsive miRNA in A549 cells. The expression level of the miRNA in A549 cells after 3 h of irradiation with 2 Gy X-ray was compared with that of the miRNA in non-irradiated cells. The dotted lines indicate a threshold of 1.5-fold change.

**Figure 2.**
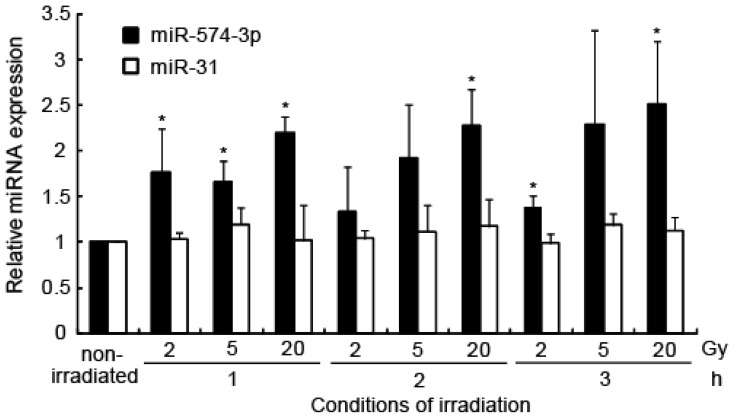
Induction of miR-574-3p after X-ray irradiation. Induction of miR-574-3p in A549 cells 1, 2, and 3 h after irradiation with 2, 5, and 20 Gy X-ray was determined by qRT-PCR, using the delta Ct method. miR-31 was used as a negative control. Error bars represent the standard deviation. Each experiment was conducted three times. * *p* < 0.05 *vs.* the non-irradiated sample.

**Figure 3.**
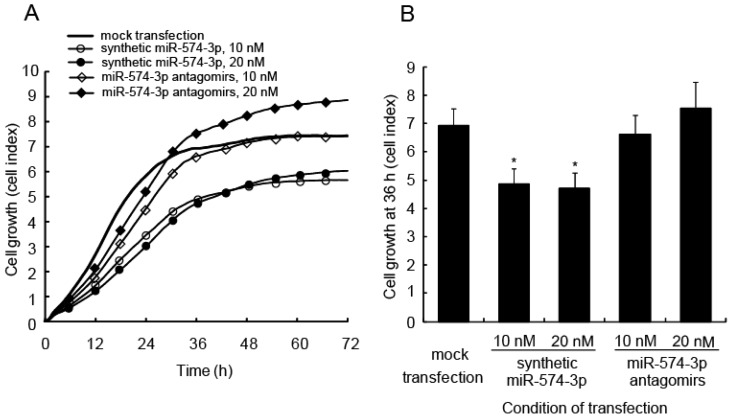
Delay in cell growth caused by overexpression of miR-574-3p in A549 cells. (**A**) A549 cells were transfected with 10 or 20 nM synthetic miR-574-3p or miR-574-3p antagomirs. Cells transfected with the synthetic miR-574-3p or miR-574-3p antagomirs were incubated for 24 h and then re-plated into the wells of a device that allows real-time measurement of cell growth (calculated as the cell index) at 1-h intervals. Each experiment was conducted four times; (**B**) Cell growth was assessed using the cell index at 36 h. * *p* < 0.05 *vs*. mock-transfected cells.

**Figure 4.**
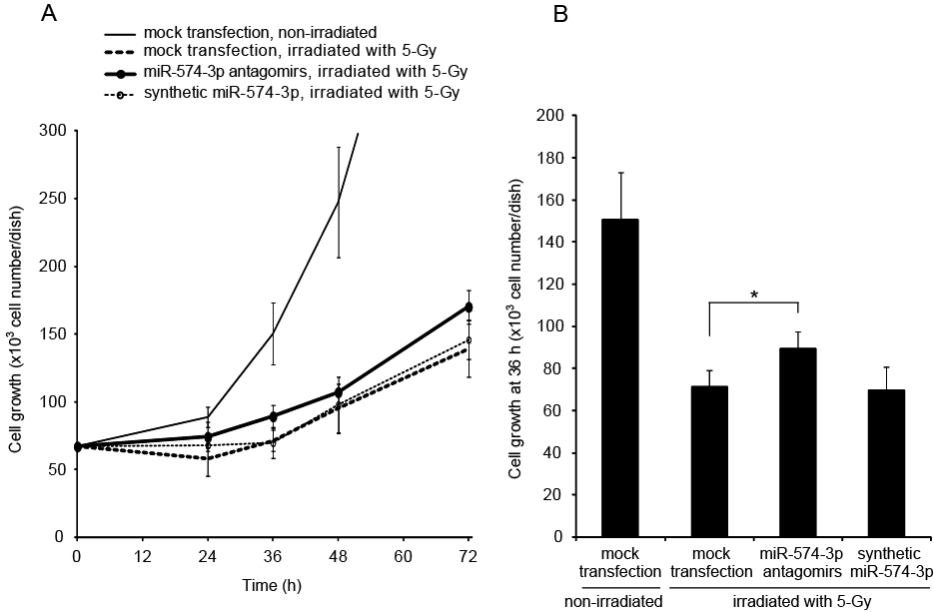
Attenuation of X-ray-induced growth delay in A549 cells through suppression of miR-574-3p. (**A**) A549 cells were transfected with 20 nM miR-574-3p antagomirs or synthetic miR-574-3p. Cells transfected with the miR-574-3p antagomirs or synthetic miR-574-3p were incubated for 24 h and then irradiated with 5-Gy of X-ray. X-irradiated cells were seeded on 35-mm dishes at a density of 67,000 cells per dish. Cells were counted using a hemocytometer at 24, 36, 48, or 72 h after irradiation. Each experiment was conducted three times; (**B**) Cell growth was assessed using the cell number at 36 h. * Statistical difference with *p* < 0.05 was considered significant.

**Figure 5.**
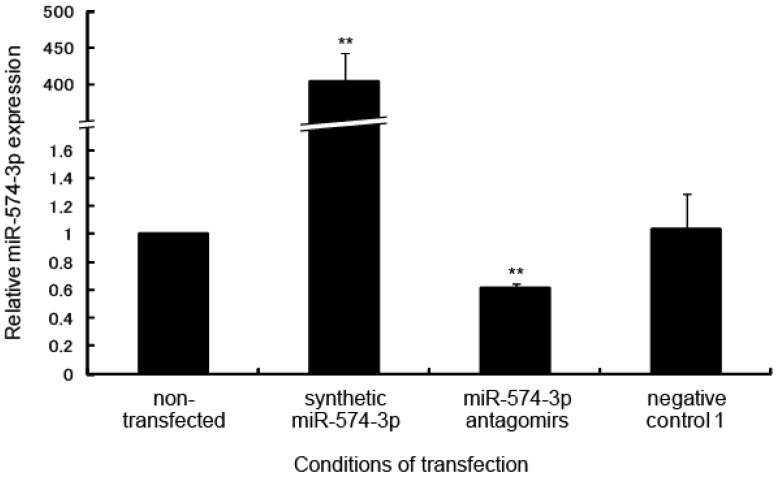
Overexpression or downregulation of miR-574-3p in A549 cells transfected with synthetic miR-574-3p or miR-574-3p antagomirs. Expression levels of miR-574-3p in A549 cells transfected with synthetic miR-574-3p or miR-574-3p antagomirs were determined by qRT-PCR. ** *p* < 0.01 *vs*. non-transfected cells.

**Figure 6.**
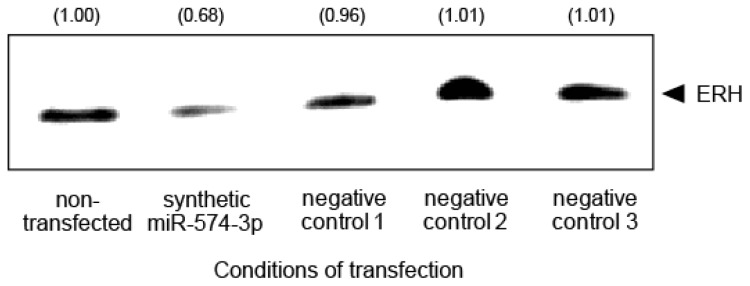
Downregulation of ERH in A549 cells overexpressing miR-574-3p. ERH protein in A549 cells transfected with synthetic miR-574-3p was detected by western blot analysis. The relative expression levels of the ERH protein in the cells are quantified and indicated in the panel.

**Figure 7.**
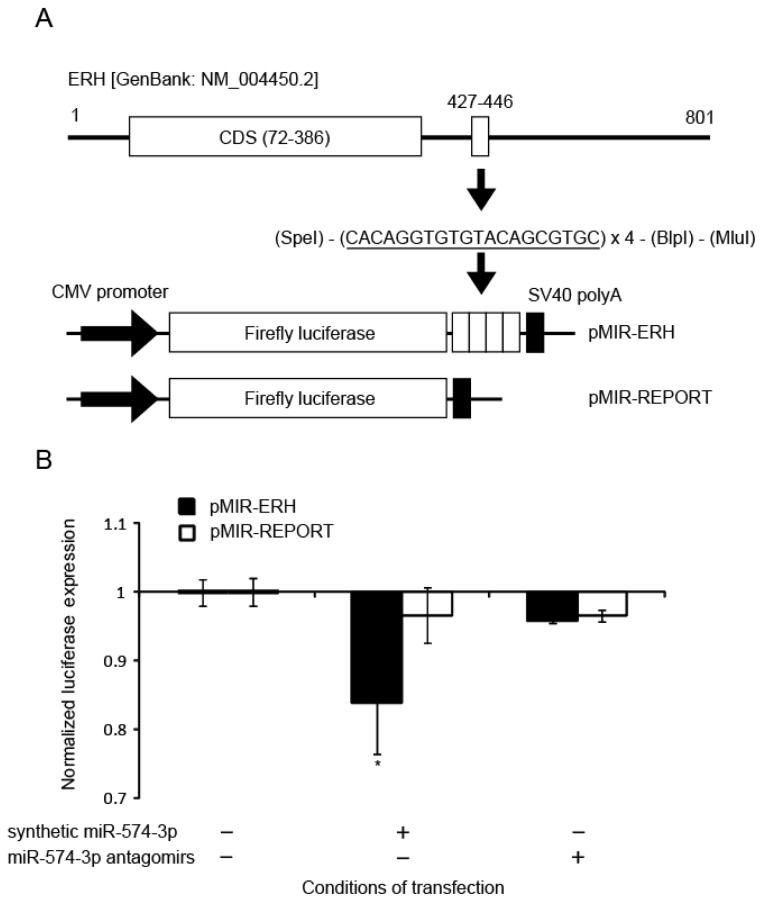
Luciferase reporter assay for binding of the modified ERH-3′-UTR with miR-574-3p. (**A**) The miR-574-3p target sequence was predicted to be at nucleotide positions 427 to 446 (3′-UTR) in *ERH* [Genbank: NM_004450.2]. The putative miR-574-3p recognition sequence (solid lines) was cloned with four repetitions downstream of the firefly luciferase gene in the pMIR-REPORT vector. Expression of the luciferase gene is controlled by the CMV promoter and SV40 polyA; (**B**) A549 cells were transfected with the pMIR-ERH plasmid or pMIR-REPORT vector without the ERH sequence as a control at 25 pM and 6 h later with synthetic miR-574-3p or the miR-574-3p antagomirs at 10 nM. Luciferase activity was measured 6 h after transfection with the synthetic miR-574-3p or miR-574-3p antagomirs. Each experiment was conducted three times. Error bars represent the standard deviation. * *p* < 0.05 *vs*. cells transfected with the pMIR-ERH vector.

**Figure 8.**
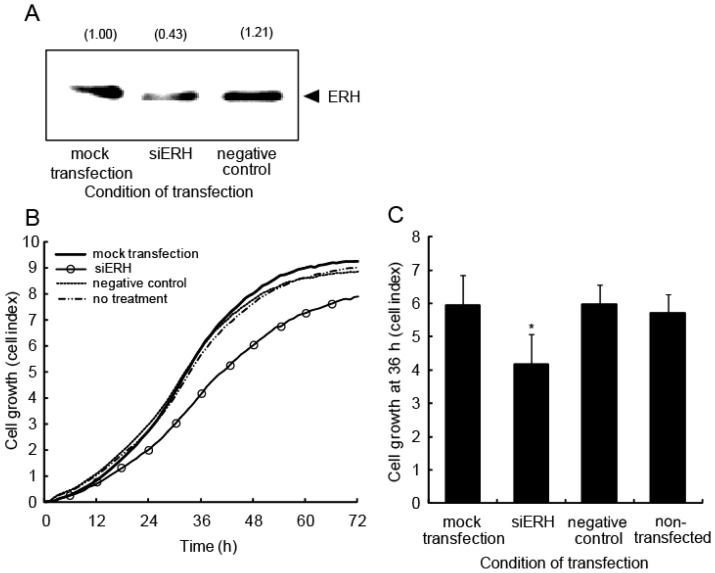
Cell growth is delayed when ERH is knocked down in A549 cells. (**A**) A549 cells were transfected with siRNA oligonucleotides for either ERH or a negative control at 5 nM. Total cell extracts were prepared 48 h after transfection. The expression level of ERH was confirmed by western blot analysis. The relative expression level of ERH protein was quantified and is indicated in the panel; (**B**) A549 cells transfected with siRNA for ERH were incubated for 24 h and then re-plated into the wells of a device for RT-CES. Each experiment was conducted four times; (**C**) Cell growth was assessed using the cell index at 36 h. * *p* < 0.05 *vs*. mock-transfected cells.

**Figure 9.**
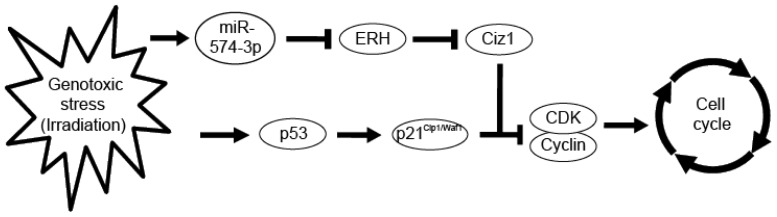
Proposed role of miR-574-3p in radiation-induced growth delay. Genotoxic stress, including irradiation, arrests the cell cycle through activation of p53 and subsequent induction of p21^Cip1/Waf1^, which binds to and inhibits CDK-cyclin complexes [43]. miR-574-3p is also induced by irradiation and suppresses the expression of ERH, which is the binding partner of Ciz1 [36,50]. Ciz1 is thought to support the CDK-cyclinE-p21^Cip1/Waf1^ complex. ERH blocks the action of Ciz1, but miR-574-3p induced by DNA damage reduces the expression of ERH, thus facilitating the formation of the CDK-cyclinE-p21^Cip1/Waf1^ complex. As a result, growth delay is maintained, thereby enabling DNA damage repair.

**Table 1.** Potential candidate genes regulated by miR-574-3p.

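The mean processed signals over the 3 miR-574-3p arrays were, in the knocked-down and the overexpressing channel respectively, 269 and 126 for ZYG11A, 232 and 32.6 for GPR172B, and 79.6 and 14.5 for ZMAT3. The other 4 genes were dimmer. ATPAF-AS1 had signals of 45.6 ± 14.9 and 13.1, SLC34A1 of 26.5 ± 7.84 and 6.85, AQP7 of 23.9 ± 5.11 and 11.8, and PRDM7 of 19.8 ± 6.58 and 8.71 (SD of the knocked-down signal, n = 3 arrays). Weighting the deposited log ratios by their errors gave a 2.14-fold lower signal in the overexpressing cells for ERH, 2.11-fold for ZYG11A, 7.13-fold for GPR172B, 5.50-fold for ZMAT3, 3.09-fold for ATPAF-AS1, 3.80-fold for SLC34A1, 2.01-fold for AQP7 and 2.28-fold for PRDM7. PRDM7 was well above background in the overexpressing channel on 2 of the 3 arrays.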

Gene symbol	Gene description	Accession no.	Expression level (signal intensity)			
			FC	KD	OE	*p*-value
ERH	Enhancer of rudimentary homolog (*Drosophila*)	NM_004450.1	−2.1	31,602	14,698	3.8 × 10^−36^
ZYG11A	zyg-11 homolog A (*C. elegans*)	XM_001133615.1	−2.1	269	126	4.5 × 10^−22^
GPR172B	G protein-coupled receptor 172B	NM_001104577.1 (var. 1) NM_017986.3 (var. 2)	−7.1	232	33	0
ZMAT3	Zinc finger, matrin type 3	NM_022470.2 (var. 1) NM_152240.1 (var. 2)	−5.5	80	15	0
ATPAF-AS1	ATPAF1 antisense RNA 1 (non-protein coding)	NM_001145474.1	−3.1	46	13	0.0006
SLC34A1	Solute carrier family 34 (sodium phosphate), member 1	NM_003052.3	−3.8	26	7	4.5 × 10^−9^
AQP7	Aquaporin 7	NM_001170.1	−2.0	24	12	9.7 × 10^−7^
PRDM7	PR domain containing 7	NM_001098173.1 (var. 1) NM_052996.2 (var. 2)	−2.3	20	9	7.0 × 10^−5^

Abbreviations: var. = splicing variant, FC = fold change, KD = knockdown, OE = overexpression. FC was calculated using the “weight by error” method in Resolver software (Rosetta Biosoftware, Seattle, WA, USA).

How the deposited data were processed for this re-analysis (not part of the article)

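The data are 15 dual-color whole human genome oligonucleotide arrays of A549 cells, 3 for each of miR-574-3p, miR-766, miR-629*, miR-565 and miR-181d, in which cells overexpressing the miRNA (Cy5) were compared with cells transfected with its antagomir (Cy3). Arrays were assigned to miRNAs and replicate numbers by their labels, and no dye was swapped.

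The authors deposited the output of Feature Extraction 9.5.3.1 for each array. The deposited intensity values are the processed signals, which the authors' software had corrected for background, detrended and normalized between the dyes by LOWESS, and the mean signals and backgrounds, which are not normalized. The authors' files also hold the log10 ratio of the processed signals, the error of that ratio as a score from the error model of the software, and a p-value per spot. The series table of the authors equals the log10 ratio of the arrays, with a largest difference of 0. This log10 ratio departs from the ratio of the processed signals where the software replaced a dim signal by a surrogate. The Rosetta Resolver analysis of the paper was not used here.

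The log2 ratio of the processed signals (Cy5 over Cy3) was computed in R 4.3.3. The 1639 control spots of each array were left out, as were 2296 spots flagged as outliers over all arrays, while no spot was saturated. The 264 probes with 10 spots each were averaged, leaving 41000 probes of 30484 gene names. limma 3.58.1 (lmFit, eBayes with an intensity trend) was fitted to the 15 arrays with 1 coefficient per miRNA. A gene counted as suppressed with a probe at a ratio under 0.5, an unadjusted p of at most 0.001 and a mean knocked-down signal of at least 20, and as induced at a ratio over 2 with an overexpressing signal of at least 20. Benjamini-Hochberg adjusted p values were taken over the 31365 probes well above background in either channel on at least 3 arrays. For a gene with several probes, the brightest was used. The named genes are those of Table 1, those of the proposed mechanism, some results on which are not reported here, and the 5 largest falls and 5 largest rises among suppressed or induced genes with an adjusted p under 0.05 and the same sign on all 3 arrays. Each channel was also compared with the same dye on the arrays of the other miRNAs, in limma after quantile normalization within the dye.

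The procedure was tested on simulated log ratios with the spread of the real arrays and 200 changed probes among 41000 for the miR-574-3p comparison. It recovered 97.7% of the 87 lowered probes with 1 false call. At an adjusted p under 0.05, 16 of the 212 probes called were false. Every simulated change lay well past the ratio threshold, and the simulated noise was independent between arrays. Real suppressed probes such as that of ERH, at a log2 ratio of -1.10, lay closer to the threshold. The real arrays had a correlation within slides of 0.73. These rates therefore do not carry over to the real arrays.

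Signals well above background covered 68.1% to 75.5% of the probes in the overexpressing channel of an array. The alternatives were normexp correction with an offset of 50 and loess, median centering, the series table, an error-weighted mean, a fit of 3 arrays only, no intensity trend, the replicate number and the slide as blocks, other filters on dim probes, a minimum signal of 100, the mean of a gene's probes, adjusted p values, outlier-flagged spots kept, and each replicate left out. A fit without replicate 1 of miR-565 was added after seeing the data. The reference (GRCh38.p14) was used for gene names only, and all 8 genes of Table 1 matched. Probe positions are those of the authors' files (NCBI36). Transcript sequences were not used here, so that sites of the miRNA were not searched.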

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

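The tests of the dye and the slide for ERH, the comparisons of each channel with the same dye on other arrays, and the choices of 3 arrays without replicate 1 of miR-565 were chosen only after the result was seen.

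ERH differed between the miRNAs. Its log2 ratio on the miR-574-3p arrays minus the mean of the other miRNAs was -1.19 (standard error 0.092, limma adjusted p = 2.44e-05). An effect of the dye alone would give similar ratios on the other 12 arrays, where the mean was 0.095. An effect of the slide would appear on the arrays of other miRNAs on the same slides, where the lowest log2 ratio was 0.021. With normexp and loess in place of the processed signals, the ratio was -1.10. These values argue against the dye, the slide and the signal processing. The low ratio was also not accompanied by a low signal in the cells overexpressing miR-574-3p, whose Cy5 signal differed by 0.050 (log2) from that on the other 12 arrays, where the whole ratio would need about -1.19. The Cy3 signal of the cells with the antagomir was higher by 1.26 (log2), and by 1.32 on slide 2 and 1.29 on slide 3 against the other miRNA there. The ratio therefore follows a higher signal in the antagomir-transfected cells. The baseline in this comparison is cells transfected with oligonucleotides for other miRNAs, and untransfected cells were not analysed here. It remains open whether the higher signal reflects relief from the endogenous miRNA, another effect of the antagomir, or a property of the Cy3 samples, which are a single treatment. In the paper's qRT-PCR, however, the antagomir lowered miR-574-3p far less than the synthetic miRNA raised it. Relief would therefore have to act through the smaller change, while the larger one came with no lower Cy5 signal of ERH. ERH has 1 probe, so an error of the probe cannot be examined with another.

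Relative to the other miRNAs, 17 genes were suppressed on the miR-574-3p arrays, of which 14 were also among the 28 suppressed genes without this comparison. For the number of these genes, random grouping of the arrays cannot be excluded. In a fit of 3 against 12 arrays, 8 of 100 choices of 3 arrays, the real one with 18 genes included, gave as many genes. All 7 others included replicate 1 of miR-565. Without that array, which was left out after seeing the data, the number was 4 of 100, with 23 genes for the real choice and at least as many in 3 others, so excluding chance for the number rests on that omission. This does not bear on single genes such as ERH, whose difference is given above.

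The 28 suppressed genes of miR-574-3p showed the same division between channels as ERH. The median shift of their probes against the same dye on the other 12 arrays was -0.0017 (log2) in the overexpressing channel and 1.20 in the antagomir channel. Of the 29 probes, 28 were shifted further in the antagomir channel. On slide 3, with 1 array of miR-574-3p, the median antagomir shift was 1.00, and on slide 2 it was 1.32. The paper does not report the 35 genes induced on these arrays. The median shift of their 38 probes was -0.050 in the overexpressing channel and -1.17 in the antagomir channel. Reversing the ratio of each array in turn left 0 suppressed and 0 induced genes, so that 1 of the 4 orientations, the labeled one, gave as many suppressed, induced or changed genes. This count says nothing for or against chance, because the 28 suppressed genes have the same sign on all 3 arrays and 4 orientations are too few. For the genes themselves, all 28 had an adjusted p under 0.05 in the limma fit that does not take the slide into account. This follows from the limit on their unadjusted p and is no separate evidence. With the slide as a block, there were 12 suppressed genes and 159 changed genes. The counts depend on single arrays, with 14 suppressed genes without replicate 2 and 78 without replicate 3, and with 302 changed genes in place of 1561 without replicate 2.

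The arrays of the other miRNAs are not reported in the paper and show suppressed genes as well. For miR-629* there were 56 suppressed genes, but 7 without its replicate 3, 146 without its replicate 1 and 5 with the slide as a block. Against the same dye on the other arrays, the median shift of their 59 probes was 0.26 (log2) in the antagomir channel and -0.34 in the overexpressing channel, and 22 of the 59 were shifted further in the antagomir channel, so that the list as a whole does not show the division seen for miR-574-3p. Among its genes, TMSB10 had a log2 ratio of -1.81 (standard error 0.085, limma adjusted p = 1.76e-07) and MGST3 of -1.05 (standard error 0.040, limma adjusted p = 4.17e-08), both chosen after their values were seen, and both higher in the antagomir channel than on other arrays, by 1.65 and 0.89 (log2). For miR-565 there were 41 suppressed genes, but 2 without its replicate 1 and 251 without its replicate 2. For miR-766 there were 4, and 9 without its replicate 1, the 4 being HES2, TAT, TAF15 and the probe A_24_P221974, named after their values were seen. This miRNA lies alone on slide 4, and batch and miRNA cannot be separated there. For each of miR-181d, miR-565, miR-629* and miR-766, 1 of the 4 orientations of the arrays gave as many suppressed genes, a count that says nothing for or against chance. No biological explanation was tested for these lists.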

How the results depend on the processing

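The alternatives were set before the data were examined, except the fit without replicate 1 of miR-565, which was chosen after seeing the data. The log2 ratio of ERH kept its direction and its side of the threshold under all 16 alternatives, between -1.20 and -1.06, and its difference from the other miRNAs under all 15, between -1.32 and -1.16. Its rank of 1 by signal was the same under all 5 alternatives that bear on it. ZYG11A, GPR172B and ZMAT3 kept their side of the p threshold throughout, but the log2 ratio of ZYG11A rose over the threshold to -0.82 with normexp and loess and to -0.99 without replicate 3. SLC34A1 no longer passed the p threshold with the slide as a block, without replicate 1 and without replicate 2. With normexp and loess, the log2 ratio of SLC34A1 also rose over the ratio threshold, to -0.41. Those of ZMAT3 and GPR172B rose to -1.04 and -1.77 in that setting but stayed under it. ATPAF-AS1 and PRDM7 passed it with the error-weighted mean, and AQP7 with the error-weighted mean and the replicate block. Of the 8 genes of Table 1, 5 met the thresholds, and 3 with normexp and loess or a signal minimum of 100, 4 with the slide as a block, the filter on dim probes or any replicate of miR-574-3p left out, and 7 with the error-weighted mean.

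The number of suppressed genes of miR-574-3p, 28, became 13 with normexp and loess, 131 with the error-weighted mean, 44 with the replicate block, 12 with the slide as a block and 13 at a signal minimum of 100, and ranged from 14 to 78 when a replicate was left out. The offset of 50 in normexp compresses the ratios of dim probes and lifts signals over the minimum of 20 by construction. The induced genes, 35, became 11 with normexp and loess, 22 with the slide as a block, 19 at a signal minimum of 100 and 23 with the mean of a gene's probes. The number of genes at adjusted p, 1561, became 2595 with the error-weighted mean, 6584 with only the 3 arrays, 1023 with no intensity trend, 159 with the slide as a block and 887 with the mean of a gene's probes. It ranged from 302 to 657 without a replicate of miR-574-3p, and was 6182 without replicate 1 of miR-565. The suppressed genes relative to the other miRNAs, 17, became 9 with normexp and loess, 44 with the error-weighted mean and 9 at a signal minimum of 100.

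For miR-181d, 2 suppressed genes became 1 with normexp and loess, 1 with the series table values, 0 with the error-weighted mean, 0 with only the 3 arrays, 26 with the slide as a block, 1 with the mean of a gene's probes and 4 with adjusted p in place of p, and 0 to 12 when a replicate was left out. For miR-565, 41 became 26 with normexp and loess, 16 with the series table values, 265 with the error-weighted mean, 5 with only the 3 arrays, 26 with no intensity trend, 113 with the replicate block, 5 with the slide as a block, 23 with the filter on dim probes, 19 at a signal minimum of 100 and 254 with adjusted p in place of p, and 2 to 251 when a replicate was left out. For miR-629*, 56 became 32 with normexp and loess, 25 with the series table values, 241 with the error-weighted mean, 10 with only the 3 arrays, 30 with no intensity trend, 5 with the slide as a block and 176 with adjusted p in place of p, 7 to 146 when a replicate was left out, and 125 without replicate 1 of miR-565. For miR-766, 4 became 1 with normexp and loess, 41 with the error-weighted mean, 39 with only the 3 arrays, 0 with the slide as a block, 1 at a signal minimum of 100, 2 with the mean of a gene's probes and 9 without replicate 1. Apart from the offset and the minimum signal, the cause was not tested.

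Same-numbered arrays did not deviate together throughout and were not treated as pairs, since the correlation of their deviations across probes lay between -0.51 and 0.57 over 30 pairs, with 16 over 0.1. The correlation within slides in the model with the slide as a random block was 0.73. Dim probes limit the result, as 3 of the 4 dimmest genes of Table 1 did not pass in limma. The planned comparison of genes with and without a seed site was not run, because transcript sequences were not used here. The series table holds ratios only and gives no signal rank.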

Differences from the paper's values

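The paper reports 53 suppressed mRNAs for miR-574-3p, and limma gave 28 genes. Of the alternatives set before the data were examined, the replicate block gave 44 genes, adjusted p values gave 40 and leaving out replicate 3 gave 78, each within 1.5 times the paper's number. The other alternatives did not, with 131 genes for the error-weighted mean and 12 to 29 genes for the rest.

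The paper lists 8 genes as suppressed in Table 1, and 5 of them met its thresholds in limma. ATPAF-AS1 and AQP7 did not, with adjusted p values of 0.166 and 0.106 in limma, but both met the thresholds with the error-weighted mean. The p of that mean uses only the error score of the spots and leaves out the spread between arrays. It was 9.63e-22 for ATPAF-AS1, whose log2 ratio was -2.48, -2.18 and -0.73 on the 3 arrays. PRDM7 met all of them under none of the settings. With the error-weighted mean, its log2 ratio of -1.19 and its p passed, and only its signal fell short of the minimum of 20. Its adjusted p in limma was 0.216, and its mean knocked-down signal was 19.8, where the paper lists 20.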

Other observations

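The comparisons of each channel with the same dye on other arrays, the omission of replicate 1 of miR-565 from them, and the tests of that array's exchange with another, of base composition as its whole cause and of the quartiles of GC content on every array were chosen only after the result was seen.

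Each channel was compared with the same dye on the arrays of the other miRNAs, without replicate 1 of miR-565. In the antagomir channel of miR-574-3p, 87 genes differed by over 1 (log2) at an unadjusted p of at most 0.001. Of these, 35 were higher and 52 lower. There were 3 such genes in the overexpressing channel, a ratio of 29. With replicate 1 of miR-565 kept, the counts were 88 and 1, so the size of the ratio depends on that array. A wider spread of the Cy5 channel through that array is not needed for the ratio, since the array was left out and the median residual SD was 0.11 in Cy3 and 0.12 in Cy5. Whether Cy3 gives more such genes for any sample cannot be decided. The antagomir channel also gave over 1.5 times as many for 3 of the other 4 miRNAs, with the lowest ratio, 0.92, for miR-766, which lies alone on its slide. A hypothesis from these values is that the antagomir changed more transcripts than the synthetic miRNA did, but with the dye tied to the treatment, the arrays cannot tell it from a property of the Cy3 labeling.

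Replicate 1 of miR-565 stood apart in its Cy5 channel. The SD of the deviation of its Cy5 signals from the median of the other arrays was 0.79 (log2), against 0.19 for its Cy3 signals. The next largest SD of a channel was 0.31. These SDs do not depend on the labels and say nothing about an exchange with another array, which stays open. The median deviation of its Cy5 signals was 0.12 for the probes in the lowest quartile of GC content and 0.82 for those in the highest. This difference of 0.69 compares with 0.026 in its Cy3 channel and with -0.13 to 0.23 in the Cy5 channels of the other 14 arrays. Part of the deviation therefore goes with base composition. The correlation (rho) of the deviation with GC content over 26404 probes was 0.42 in this channel. In the Cy5 channels of the other arrays it was -0.40 to 0.51, so by this measure a trend with GC content is not particular to this channel. With the trend on GC content removed, the SD was still 0.73, so that base composition does not account for the whole deviation. The state of the RNA or of the labeling of that sample was not examined, and no biological explanation was tested.

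The ratios of different miRNAs were alike across probes. Pearson's r between the mean log2 ratios of miR-574-3p and those of the other miRNAs was 0.32 for miR-181d, 0.27 for miR-565, 0.37 for miR-629* and 0.44 for miR-766 over 26404 probes. Of 1684 probes at an adjusted p under 0.05 for miR-574-3p, 67.9% had the same sign in all 5 miRNAs, where independent signs would give 6.25%. After subtracting the mean of the other miRNAs, 362 genes had an adjusted p under 0.05 in limma, which were not matched to the 1684 probes. A shared dye effect and a shared effect of synthetic miRNA against antagomir were not separated.

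For the genes of the proposed mechanism given here, the brightest probe had no adjusted p under 0.05 in limma on the miR-574-3p arrays. CDK2 was lower on all 3 arrays, with a log2 ratio of -0.38 (standard error 0.12, limma adjusted p = 0.102). Its p was under the threshold of 0.001 with the error-weighted mean, a p that leaves out the spread between arrays. The limma log2 ratio of the brightest probe was -0.032 for CIZ1 (adjusted p = 0.918), 0.10 for CENPE (standard error 0.45 from all 15 arrays against an SD of 0.025 over the 3, adjusted p = 0.946) and -0.076 for CDKN1A (adjusted p = 0.718). For MDM2, the brightest probe had a log2 ratio of -0.028 (limma adjusted p = 0.949), whereas a second probe with a knocked-down signal of 8.80 had 0.85 (limma adjusted p = 0.00877). For CDKN2A, which the paper describes as homozygously deleted in A549 and the other cell lines that induce miR-574-3p, one probe had signals of 399 and 497 in the knocked-down and overexpressing channels, and the other was not well above background in either channel on any of the 3 arrays.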
